A study of Mus musculus with 2 samples. Its data were reported in "Deficiency of WTAP in hepatocytes induces lipoatrophy and non-alcoholic steatohepatitis (NASH)" (2022).

How the data were processed

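ChIP-seq had been performed on primary mouse hepatocytes infected with an adenovirus expressing FLAG-WTAP. Groups were taken from the labels, which name 1 FLAG-WTAP IP library and 1 input library. Per the labels, nuclei were sonicated to fragments of 500 to 1000 bp and the libraries were sequenced in paired ends. The labels do not say how many mice the cells came from.

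The authors trimmed reads with fastp (0.19.11), aligned them with BWA (0.7.12) to GRCm38.p6 and called peaks with MACS2 (2.1.0), according to the submitters' processing notes and the study's methods. Per the file headers, the caller (MACS 2.1.0.20150420) compared the IP with the input, both under names that mark them as unique and deduplicated reads, at a p-value cutoff of 0.005, extended each tag to 272 bp without building a fragment model, scaled the larger library down and took the background from windows of 1000 and 10000 bp. This cutoff is looser than a q-value of 0.05, the threshold the methods state, so results at q of at most 0.05 were computed beside those of the full list. The number of peaks in the study's reporting summary equals the number of regions in the full list. Only 1 tag was kept per position, which limits tall peaks. A tag size of 150 bp and a redundant rate of 0.02 in both libraries stand in the same headers. Counting error at these depths is wide, since the median summit held 11 tags (exact Poisson 95% interval 5.49 to 19.7).

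The deposited table gave for each summit its position and region, the signal as the pileup of extended IP tags, the −log10 of the p-value and of the q-value, and the fold enrichment, a ratio of IP pileup to local background with a pseudocount of 1, all computed by the authors' caller. The names of the p and q columns had been lost to a spreadsheet error and were identified by their place and values. The headers state that q-values were not computed, whereas the q column holds values that rise with the p column, and it was used as such. As a check, the background of each summit was computed from pileup and fold, and the Poisson p recomputed from both lay within 0.05 of the deposited −log10 p for 100% of summits. The lowest background was 1.58 tags, which equals the genome-wide average given by the header's tag count, extension and effective genome size.

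Summits that share a region were counted as 1 region, represented by the summit of highest q score. Gene positions came from a RefSeq gene table of GRCm38.p6, the build of the peak list, with 21887 protein-coding genes on the numbered chromosomes, X and Y. This table gives the boundaries of genes without strand, exons or alternative starts, and no genome sequence was used. The plan, made before the data were examined, used transcription start sites, the AP-1 motif around summits and random lists matched on CpG content. In its place a summit was called at a gene end when it lay within 1000 bp of either gene boundary, random lists were drawn from all protein-coding genes, and motif content was not analysed here. A gene end can be the 3′ end, and a start inside the gene is missed. The 100000 random positions (seed 1) were drawn between the first and last gene of each chromosome in proportion to its length, with gaps and repeats not excluded, which makes their share at gene ends somewhat low.

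Shares were given with 95% Wilson intervals. Each of 33 gene lists, fixed before the data were examined, was set beside 10000 random lists (seed 1), with ties counted at their middle rank, and stood apart when its percentile lay above 97.5 or below 2.5. All listed symbols were found among protein-coding genes. Genes were named by a rule fixed at the same time. It took Igfbp1, Cd36, Ccl2, Actb and Wtap, per list up to 4 members with the highest fold at a gene end and up to 4 without a summit there in the order of the list, the 10 protein-coding genes with the highest −log10 q at a gene end, and the 10 genes nearest to the strongest distal summits. It gave 225 genes besides the distal ones, of which the text names a part. Results for some genes are not reported here. Alternatives covered the window, the region instead of the summit, thresholds on q and fold, protein-coding genes only, merged regions and each summit counted.

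The counting steps were tested on simulated data. Summits planted at 200 of 21887 genes were recovered at 200, with 18 neighbouring genes counted as well, and 15 of 200 random lists stood apart, slightly more than the 5% that the limits allow. Of the tests in the closing section, the one on name families of X genes was written after an earlier one, on members of the fixed lists on X, had come out undecided and its expected direction had been found to be written backwards. A further pattern, weak regions near gene ends, was weighed first, with 2 tests that both argued against its explanation, and was later set aside in favour of the one on REST. A row that asked whether X had fewer copies was also removed, and its value is given as a fact. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Regions on unplaced scaffolds were left out of comparisons with genes.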

Results

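Cultured liver cells of C57BL/6 mice (primary hepatocytes) received an adenovirus that expresses FLAG-tagged WTAP overnight. WTAP is a subunit of the complex that writes the N6-methyladenosine mark on RNA. Chromatin bound by the tagged protein was collected with anti-FLAG beads and sequenced (ChIP-seq), to find the DNA sites that WTAP occupies. The series held 2 libraries, 1 FLAG-WTAP immunoprecipitation (IP) and 1 input, which is sheared chromatin with no immunoprecipitation. The caller read tags from files whose names mark unique reads with duplicates already removed. It read 16244136 IP tags, of which 15875247 remained after its own duplicate filter, and 16513042 and 16135917 for the input. With 1 library per group there was no replicate check, so no p-value was computed, and every interval below covers counting error only. Fold enrichment, q-values and tag heights of single peaks are the authors' own values from their peak caller.

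FLAG-WTAP gave 27225 enriched regions with 30897 summits across the mouse genome (GRCm38). A typical region was short and low. The median region length was 410 bp, and the median summit held 11 IP tags (exact Poisson 95% interval 5.49 to 19.7) at 3.04-fold enrichment over the local input. A q-value of at most 0.05 was reached by 15694 regions (57.6%), while 11531 regions (42.4%) were kept in the list above it. Only 1678 regions reached a −log10 q of 5 and 158 regions reached 10.

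FLAG-WTAP regions gathered at the ends of genes. The strongest summit of a region lay within 1000 bp of an annotated gene end, which here means either boundary of a gene, in 9679 of 27196 regions on the numbered chromosomes, X and Y (35.6%, Wilson 95% interval 35.0% to 36.2%). Random positions did so in 6.02% of cases (5.88% to 6.17%), a 5.91-fold difference. For protein-coding genes alone the shares were 30.6% of regions and 2.93% of random positions. At protein-coding ends summits lay inside genes more often than outside, with 14.2% of regions in the first 500 bp inside the nearest protein-coding gene end and 8.68% in the first 500 bp outside it, against 0.77% and 0.784% of random positions. Alternative starts within a gene count as inside here, so this does not place summits relative to starts. Sites far from gene ends were nevertheless the majority. A further 43.7% of regions lay inside genes at over 1000 bp from every end, close to the 42.4% of random positions, and 20.7% lay between genes, where 51.6% of random positions fell. The window sets the share, which was 26.4% at 500 bp and 51.4% at 3000 bp.

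**Figure D1:**
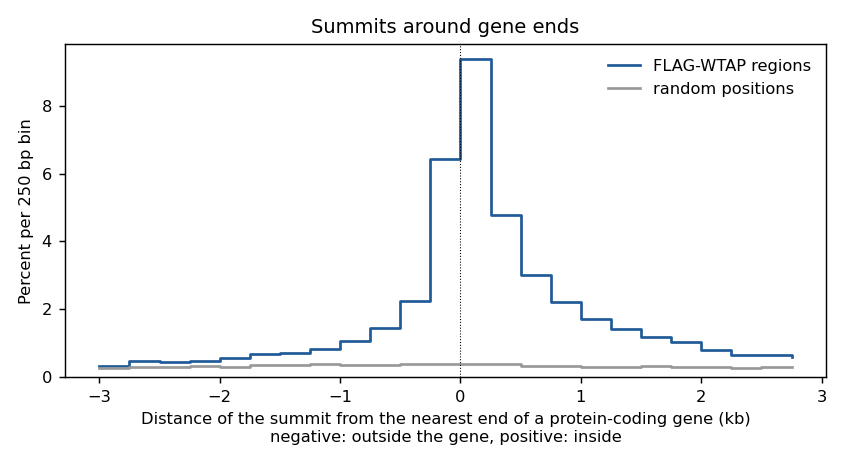
Percent of FLAG-WTAP regions (blue, strongest summit of each) and of random positions (grey) in 250 bp bins by distance from the nearest end of a protein-coding gene, in kb, with negative distances outside the gene. The highest bin, the first inside the gene, held 9.36% of regions, while no bin of random positions exceeded 0.401%.

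Regions with a higher q score lay at gene ends more often. The share within 1000 bp of a gene end was 27.0% (26.2% to 27.8%) among regions with q above 0.05, 33.8% (32.6% to 35.0%) between 0.01 and 0.05, 45.3% (44.2% to 46.4%) at a −log10 q of 2 to 5, and 55.3% (52.8% to 57.8%) at 5 to 10. It was 52.6% (44.7% to 60.4%) among the 152 regions at 10 or more, within counting error of the class before it. By fold enrichment the order was less regular. In 4 classes of 6799 regions each, from the lowest fold to the highest, the share was 32.5% (31.4% to 33.6%), 30.2% (29.1% to 31.3%), 35.8% and 43.9%. Even the regions above q 0.05 exceeded the 6.02% of random positions.

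Of 21887 protein-coding genes, 8254 (37.7%, 37.1% to 38.4%) had a summit within 1000 bp of an end, against 966 genes (4.41%) with as many random positions. Most of these genes were marked at 1 end only. Among 9733 genes at least 6000 bp long and with no other protein-coding gene end within 3000 bp, 3238 had a summit at 1 end and 95 at both. The marked end was the one with the lower coordinate in 1596 of them and the one with the higher coordinate in 1642. Which end is the transcription start was not analysed here. Where another protein-coding gene end lay within 1000 bp of either end of a gene, its summit cannot always be assigned to 1 gene. Of such genes 60.5% were marked, against 30.2% of the rest. Counting instead every gene that was the nearest to a region, at any distance, gave 11403 protein-coding genes, or 15456 genes when all annotated genes were considered.

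The gene end with the highest q score in the list belonged to Eid2b, an inhibitor of differentiation. Its gene (434156, chromosome 7, 28277706 to 28280129) had a summit 113 bp outside, with 42 IP tags, 14.97-fold enrichment and a −log10 q of 35.1. It was followed by Unc13a, which encodes a synaptic vesicle priming protein (chromosome 8, 71624125 to 71671774, 10.2-fold, −log10 q 20.3, 85 bp inside the gene), and Itih1, a hepatocyte-secreted inhibitor subunit that stabilises hyaluronan matrix (chromosome 14, 30929180 to 30943289, 8.10-fold, −log10 q 19.7). The neutrophil chemokine gene Cxcl1 came next, with 3 summits at its lower and 4 at its higher end and a top fold of 8.79 (chromosome 5, 90891245 to 90893121). Also among the first 10 were Mrps14 (8.31-fold), Ino80d (8.35-fold), Xkr7 (9.23-fold), and Maz and Kif22, which share 1 summit between their ends (7.19-fold). Unc13a has another protein-coding gene end within 1000 bp of at least 1 of its ends, which need not be the end with the summit.

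The study followed Igfbp1, Cd36 and Ccl2 as genes repressed by WTAP, with Actb as a control promoter. In the peak list, Ccl2 and Actb had a summit within 1000 bp of a gene end, and Igfbp1 and Cd36 did not. This window misses starts inside a gene. The study places Igfbp1, Cd36 and Ccl2 among its genes with peaks, and its ChIP-qPCR at their promoters is given below. Ccl2, the monocyte chemokine (20296, chromosome 11, 82035577 to 82037452), had 2 summits at its lower end, the stronger with 13 IP tags (6.92 to 22.2) at 3.43-fold and −log10 q 2.24. It had 2 more at its higher end at 2.85-fold and −log10 q 1.17, which is above q 0.05. Actb, which encodes cytoplasmic β-actin (11461, chromosome 5, 142903115 to 142907976), had a region from 142905768 to 142907688 inside the gene with 4 summits. The strongest of these lay 1435 bp from the higher end, past the window, with 18 IP tags at 3.597-fold and −log10 q 3.369. Its fold and −log10 q were above those of the stronger Ccl2 summit. The summit 714 bp from the higher end, within the window, held 18 IP tags (10.7 to 28.4) at 3.21-fold and −log10 q 2.70. A second region 181 bp outside that end reached 2.70-fold and −log10 q 0.994. The tag intervals of Ccl2 and Actb overlapped. All these summits were called against input, while the study's ChIP-qPCR compared cells with FLAG-WTAP and cells with βGal. The contrasts differ, so a summit at Actb here does not contradict the study's result at its control promoter.

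Igfbp1, a secreted binding protein of insulin-like growth factors (16006, chromosome 11, 7197787 to 7202546), had no summit inside the gene. Its nearest was 2830 bp outside the lower end (15 IP tags, 8.40 to 24.7, 2.32-fold, −log10 q 0.850), and the only one within 10000 bp that passed q 0.05 was 4338 bp outside (3.90-fold, −log10 q 3.27). Cd36, the fatty acid translocase (12491, chromosome 5, 17781690 to 17888959), had 3 summits inside the gene. The strongest of these, 18036 bp from the higher end, held 12 IP tags (6.20 to 21.0) at 3.87-fold and −log10 q 2.67. A further summit 9226 bp outside its lower end reached 4.26-fold and −log10 q 2.93. Widening the window to 3000 bp brought in the summit beside Igfbp1 and none for Cd36. Wtap itself (60532, chromosome 17, 12966799 to 12992543) had summits at both ends, at 5.06-fold (−log10 q 7.12) near the lower and 4.17-fold (−log10 q 4.99) at the higher end. The adenovirus carries a Wtap coding sequence, so tags inside this gene can also come from the virus, which was not tested.

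**Figure D2:**
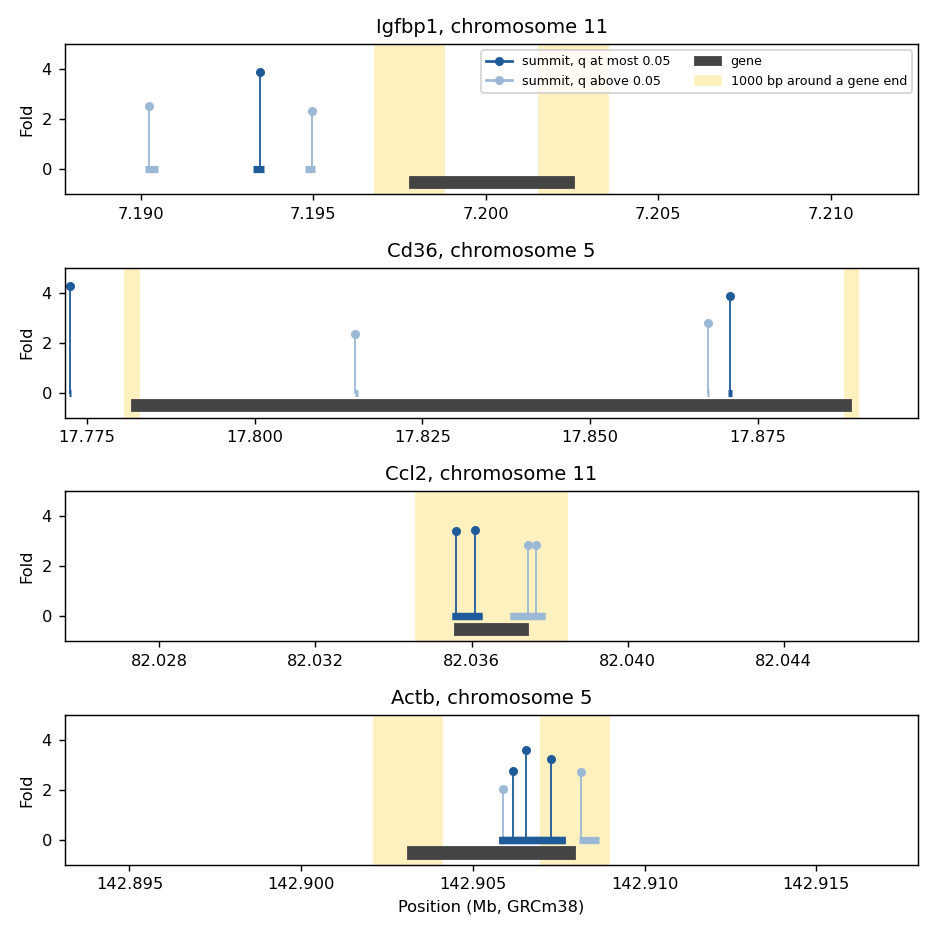
Summits in and within 10000 bp of Igfbp1, Cd36, Ccl2 and Actb, with fold enrichment over input on the vertical axis and position in Mb (GRCm38) on the horizontal axis; thick lines are regions, dark blue marks q at most 0.05, light blue q above 0.05, black bars are genes and shading marks 1000 bp around each gene end. Ccl2 and Actb have summits inside the shaded windows, Igfbp1 and Cd36 have none.

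Gene groups were compared with random lists of protein-coding genes of the same size, as a description of these libraries. Of 33 lists, 13 lay above and 6 below the middle 95% of the random lists. At a −log10 q of at least 10, where 87 genes had a summit at an end, only AP-1 subunits lay above and olfactory receptors below, and all other lists lay within the random lists. Only the olfactory receptor list was long enough to fall below there. Any other list lies within even with no gene marked, so this setting cannot tell whether low lists stayed low. Elongation factors, a list of genes that control the pausing and elongation of RNA polymerase II, had a summit at an end in 10 of 11 genes, with Nelfa at 5.07-fold and Ccnt1 at 4.85-fold, and Supt5 the 1 gene without. Ribosomal protein genes had 20 of 25, led by Rpl27 (5.36-fold) and Rpl7 (5.17-fold), while Rplp0 and Rplp1 had none. Histone deacetylases and co-repressors, the class to which the WTAP partner HDAC1 belongs, had 13 of 15, with Rbbp4 at 5.86-fold and Hdac1 at 4.31-fold, and Sin3a and Sin3b without. Sin3a had a 4.17-fold summit 1148 bp from an end. Of the m6A writers, readers and erasers, 12 of 15 were marked, Virma at 4.82-fold and Alkbh5 at 4.56-fold among them, while Mettl3, the catalytic partner of WTAP, had its nearest summit 15517 bp away. The shares of these 4 lists were 90.9% (Wilson 62.3% to 98.4%), 80.0% (60.9% to 91.1%), 86.7% (62.1% to 96.3%) and 80.0% (54.8% to 93.0%) in that order. At 4-fold or more, the elongation factor, co-repressor and m6A lists came within the random lists, at percentiles of 94.96, 96.5 and 96.4.

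Immediate early and stress genes had summits at 17 of 19 (89.5%, 68.6% to 97.1%), with Atf4 at 5.81-fold and Ier3 at 5.05-fold. The subunits of the AP-1 transcription factor had 9 of 13 (69.2%, 42.4% to 87.3%). The highest were Fosb (6.41-fold), Junb (6.28-fold), Jund (6.21-fold) and Jun (5.07-fold), and Batf, Batf3, Maff and Mafk had none. The nearest summits of Maff and Mafk lay 1043 and 1435 bp from an end. The circadian clock list had 12 of 16 (75%, 50.5% to 89.8%), with Nfil3 at 4.91-fold and Per3 at 4.75-fold, while Arntl and Cry2 had none.

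Several liver metabolic programmes also stood above the random lists. Fatty acid oxidation had 13 of 16 genes marked (81.2%, 57.0% to 93.4%), including Ehhadh (3.80-fold), and Ppargc1a had none. Cholesterol synthesis and uptake had 12 of 16 (75%), with Idi1 at 3.84-fold and Dhcr7 at 3.80-fold. Glucose metabolism had 10 of 14 (71.4%), with Irs2 at 3.95-fold and Pck1 at 3.41-fold, and VLDL secretion 7 of 10 (70%), led by Mttp (5.07-fold) and P4hb (3.22-fold). Lipogenesis had 11 of 16 (68.8%), with Lpin1 (4.30-fold) and Scd1 (3.80-fold) marked and Fasn, Srebf1 and Pparg not. The nearest summits of these 3 lay 1037, 1873 and 1088 bp from an end, past the window. Liver transcription factors had 12 of 18 (66.7%), Cebpa at 4.75-fold and Foxa2 at 4.46-fold. Hnf4a, a master regulator of hepatocyte identity, had its nearest summit 7689 bp from an end. At q of at most 0.05, VLDL secretion, cholesterol synthesis and liver transcription factors came within the random lists, at percentiles of 91.6, 77.6 and 96.9. With a window of 500 bp, VLDL secretion, glucose metabolism and lipogenesis did so, at 95.6, 91.0 and 97.0. VLDL secretion also did with matching on gene length and neighbouring ends (96.9) and with olfactory and vomeronasal receptor genes left out of the random lists (96.2), and of the alternatives it stayed above only at 3000 bp. At 4-fold or more, all of the 5 metabolic lists came within the random lists, fatty acid oxidation at percentile 34.3, lipogenesis at 34.8, VLDL secretion at 54.0, glucose metabolism at 11.5 and cholesterol synthesis at 9.35.

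The most abundant hepatocyte products did not stand apart. Hepatocyte secreted proteins had 8 of 24 genes marked (33.3%, 18.0% to 53.3%), with Hpx at 4.66-fold and Rbp4 at 4.05-fold, and Alb, Apoa2, Apoh and Ttr had no summit at an end. Xenobiotic metabolism had 7 of 20 (35.0%), Gstm1 at 4.19-fold and Nqo1 at 3.80-fold, and Cyp2e1 and Cyp1a2 had none. Bile acid metabolism had 5 of 14 (35.7%), and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had none. Acute phase proteins had 8 of 15 (53.3%), including Lcn2 (3.95-fold) and Lbp (3.65-fold), and stood above the random lists only at 3000 bp (percentile 99.7) or when these were matched on gene length and neighbouring ends (99.1). Cytokines and chemokines had 9 of 21 (42.9%). Tnf (5.07-fold), Cxcl9 (5.01-fold) and Cxcl2 (3.57-fold) followed Cxcl1 there, and Il1b, Il6 and Ccl3 had none. Fatty acid uptake had 3 of 13 (Got2, Acsl1 and Slc27a4), the IGF and IGF-binding protein list 2 of 12 (Igf1r and Igfals), and zinc finger protein genes 168 of 400 (42.0%), which stood above the random lists only at 3000 bp (98.8). The 3 study targets, which the study chose from its own data and are not independent evidence, had 1 of 3, and its control gene 1 of 1.

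Markers of other cell types were largely unmarked. Of the lists below the random lists, stellate cell markers had 1 of 14 (Reln, 3.24-fold), liver endothelial markers 1 of 14 (Bmp2, 4.05-fold), lymphocyte markers 1 of 15 (Cd79b, 3.05-fold) and germ cell markers 2 of 15 (Gdf9 and Dazl). Olfactory receptor genes had 6 of 1110 (0.541%, 0.248% to 1.17%) and vomeronasal receptor genes 2 of 355 (0.563%, 0.155% to 2.03%). Cholangiocyte markers with 1 of 10 (Sox9, 3.87-fold), Kupffer cell and macrophage markers with 2 of 14 (Cd68 and Mpeg1), fibrosis and matrix genes with 3 of 16 (Vim, Ccn2 and Fn1) and neuronal markers with 3 of 18 (Grin1 at 4.56-fold, Snap25 at 4.46-fold and Syn1 at 4.22-fold) were low in share too but within the range of random lists of their size. Fibrosis and matrix genes fell below that range at q of at most 0.05 (1.76), Kupffer cell markers at 3000 bp (1.06) and neuronal markers with matching on gene length and neighbouring ends (1.81). At q of at most 0.05 the stellate and endothelial lists came within that range, at percentiles of 3.67 and 3.29. At 4-fold or more, 2210 of 21887 protein-coding genes had a summit at an end. A list of 14 or 15 genes with none marked still lies within the random lists there. The stellate, endothelial, lymphocyte and germ cell lists lay at 11.04, 40.4, 10.1 and 9.92, which cannot tell whether they stayed low. With matching on gene length and neighbouring ends the lymphocyte and germ cell lists came within that range, at 2.55 and 7.58. The germ cell list did so at 500 bp (5.46) and 3000 bp (2.89) as well, and the endothelial list at 3000 bp (4.44). With olfactory and vomeronasal receptor genes left out of the random lists, the Kupffer cell, cholangiocyte and neuronal lists lay below them, at 2.22, 2.36 and 1.89.

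**Figure D3:**
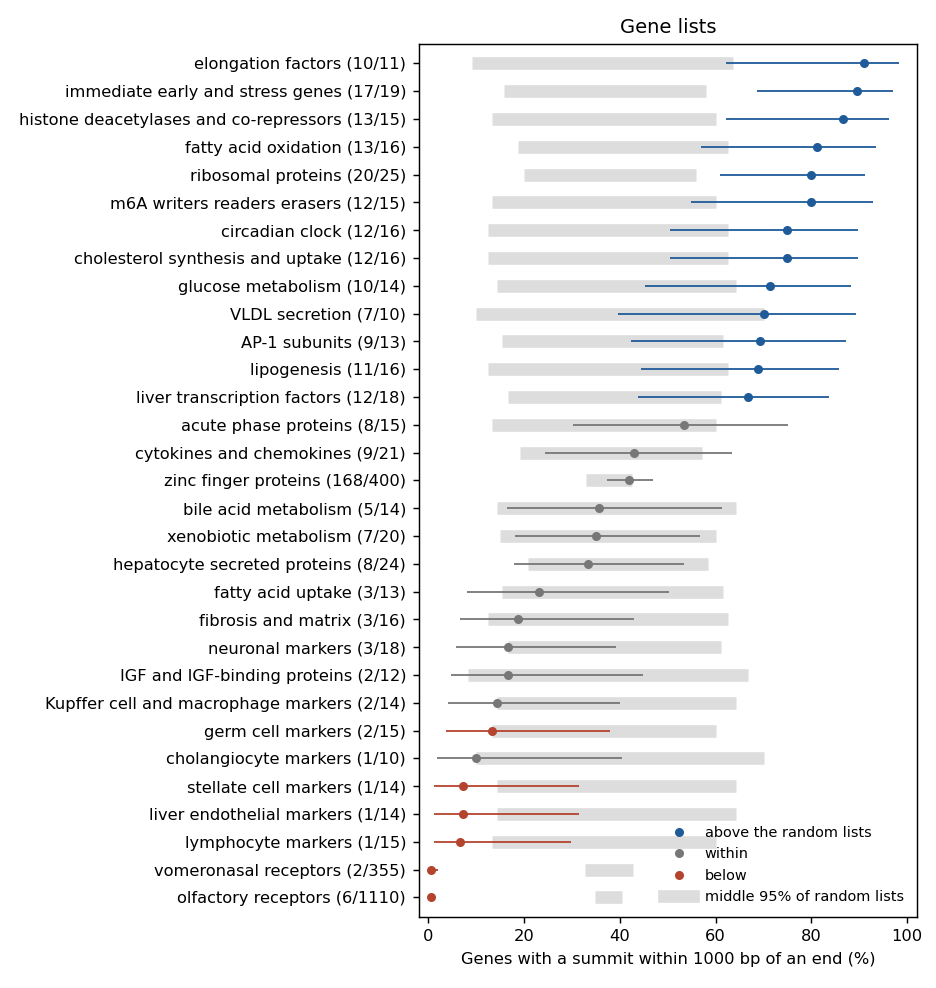
Percent of each gene list with a summit within 1000 bp of a gene end (points, with 95% Wilson intervals; counts beside the names) over the middle 95% of 10000 random lists of the same size (grey bars). Lists above the random lists are blue, lists below are red; the study targets and the control gene are not drawn. Among the lists drawn, elongation factors stand highest at 90.9% and olfactory receptors lowest at 0.541%.

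By q score, the pair of strongest regions was away from gene ends. The summit with the highest q score and fold in the list lay on chromosome 17 at 4626360, in a region from 4626074 to 4626748 inside the long noncoding RNA gene Gm34259, with 67 IP tags over a background of 1.97, 22.9-fold enrichment and a −log10 q of 69.5. The next was on chromosome 7 at 80129263, 10655 bp outside Idh2, which encodes mitochondrial isocitrate dehydrogenase (12.9-fold, −log10 q 35.8). The next among the distal summits, all with a lower −log10 q than the one at Eid2b, were 4821 bp inside Npas4 (9.47-fold), 1230 bp outside Vstm2l (9.52-fold) and 4965 bp outside Smim17 (13.2-fold). The nearest genes of the other 5 of the top 10 distal summits were Erich1 (11.5-fold), Plppr2 (8.10-fold), Mir1932 (7.90-fold), Sema6a (8.98-fold) and Grn (7.85-fold). Internal promoters of these genes were not told apart from other sites here. The Grn summit lay 1080 bp inside the gene, in a region from 102430460 to 102432546 that covers the gene's lower end at 102430507.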

Values the study reported

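The study reported 15,266 genes with FLAG-WTAP peaks in hepatocytes, with a q-value threshold of 0.05 for peak calling. It placed 58.91% of peaks in promoters. The consensus of the enriched DNA motif was TGASTCA. Genes in common between the ChIP-seq and the ATAC-seq data numbered 11,456. In ChIP-qPCR with 4 samples per group, binding of FLAG-WTAP differed from the βGal control at Igfbp1 (P = 0.0014), Cd36 (P = 0.0005) and Ccl2 (P = 0.0016), and at β-Actin the P value was 0.1846.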

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

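Outside the comparisons with genes, 29 regions lay on unplaced or unlocalised scaffolds, which was noted because no comparison above uses them. They held 39 summits with a median fold of 3.04, and the 8 summits on 1 of the scaffolds had a median background of 49.6 tags.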

How the results depend on the processing

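Alternatives at q of at most 0.05, alone or with 3000 bp, the change of random lists, and the removal of genes with close neighbours or of summits with high background were chosen after seeing the data. The number of regions was 15694 at q of at most 0.05, 1678 and 158 at a −log10 q of at least 5 and 10, and 4539 at 4-fold or more, by construction. The share at gene ends was 26.4% at 500 bp, 51.4% at 3000 bp, 22.1% from 1000 bp outside to 100 bp inside, 38.8% with any base of the region, 30.6% for protein-coding ends, 39.3% with each summit counted, 41.9% at q of at most 0.05, 55.1% and 52.6% at a −log10 q of 5 and 10, 46.4% at 4-fold, and 56.5% at q of at most 0.05 with 3000 bp. In each of these 11 settings it was at least 3.35 times the random share. Genes with a summit at an end numbered 5351 from 1000 bp outside to 100 bp inside, 1022 and 87 at a −log10 q of 5 and 10, 2210 at 4-fold and 4972 without genes that have another protein-coding gene end within 1000 bp. The remaining alternatives for these counts, and both for the nearest genes, moved them by under 1.5 times. Of the 33 lists, 19 stood apart, but 2 at a −log10 q of 10 and 7 at 4-fold, and 15 to 21 otherwise. At both of these thresholds short lists cannot fall below the lower limit, so losses of low lists there decide nothing. Over 231 list results, 178 stayed on their side of the limits, 44 came within them, 9 passed them and 0 changed direction. Motif shares, lists matched on CpG content and 1 start per gene were planned and not run. No paired analysis was possible because each group has 1 library. Depth limits every single site, since the median of 11 tags has an interval of 5.49 to 19.7.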

Other observations

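Tests on the X chromosome and on targets of REST were devised after the patterns had been seen, and those on neuronal markers and on ribosomal protein genes also after their values; the test on name families of X genes replaced one on members of the fixed lists after that had come out undecided, and the groups in the next paragraph were chosen after their values were seen.

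Transfer RNA genes and several name families of protein-coding genes were also marked. Of 408 transfer RNA genes, 173 had a summit within 1000 bp (42.4%, Wilson 37.7% to 47.2%), and of the 341 with no protein-coding gene end within 2000 bp, 120 did (35.2%, 30.3% to 40.4%), against 7 of 408 for as many random positions. Pseudogenes (1.97%), small nuclear RNA genes (5.48%) and small nucleolar RNA genes (6.57%) were far lower, and genes annotated as ribosomal RNA had 0 of 63. Any copy missing from the annotation was not counted. The tag files are named as unique reads, so genes present in many copies can be missed. Among name families of protein-coding genes, the Mediator subunits (Med) had 27 of 30 marked, the vacuolar protein sorting genes (Vps) 30 of 35, the nucleoporins (Nup) 18 of 21 and RNA polymerase subunits (Polr) 23 of 28. Keratin-associated proteins (Krtap) had 0 of 56 and beta-defensins (Defb) 0 of 42. Lower shares were also found in other families, with 11 of 99 cytochrome P450 genes (Cyp), 2 of 24 Serpina genes and 2 of 24 major urinary protein genes (Mup).

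Most ribosomal protein genes and elongation factors had summits, while markers of other cell types mostly lacked them. Groups of liver genes went both ways. Several metabolic lists lay above the random lists, while hepatocyte secreted proteins, with 8 of 24, lay within them. RNA levels were not analysed here. A candidate explanation is the capture of active gene ends whether or not the tagged protein is there. The share of ribosomal protein genes with a summit was 80% (60.9% to 91.1%), but no library from cells without FLAG-WTAP was analysed here, so this cannot be told apart from binding by WTAP. No biological explanation was tested.

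Genes on the X chromosome had a summit at an end in 128 of 966 cases (13.3%, 11.3% to 15.5%), against 39.3% on the autosomes, where single chromosomes ranged from 30.1% to 46.8%. Lower coverage of X was visible, since 45.8% of its summits had the minimum background against 2.60% on the autosomes. When tags and background of autosomal summits were halved, 28.3% (27.7% to 28.9%) of autosomal genes kept a summit, above the share on X. The halved summits had already been called from the same tags, which favours those with high counts. The halving can therefore overstate what a lower depth would keep, and it does not exclude coverage as the whole cause. Name family, a rough stand-in for gene content, did not account for the gap alone. X genes in name families with at least 5 autosomal genes, olfactory and vomeronasal receptors left out, had a summit in 15.2% (11.5% to 19.9%) of 282 cases. The autosomal members of their families averaged 44.5% (14.9% of 289 against 43.4% with the receptors). These X genes also carry the lower coverage of X, and coverage and gene content were not tested together. Members of the fixed lists on X, marked in 3 of 16 cases, were too few to decide. The study's methods name male mice, and what lowers X stays open.

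Some of the strongest regions, picked by eye and not tested as a group, lay in or near Unc13a, Xkr7, Npas4 and Vstm2l, genes known from neurons, while the fixed list of neuronal markers was low at gene ends (3 of 18, percentile 3.14). A possible explanation is that these are sites of REST, a repressor that silences neuronal genes in other tissues through histone deacetylases. Of 17 genes known as REST targets whose values had not been examined, 3 (Celsr3, Chrnb2 and Vgf) had a summit with a −log10 q of at least 5 inside or within 3000 bp, which lay at percentile 89.2 of random lists matched on gene length. By the same measure, neuronal markers lay at percentile 64.7, with 2 of 18. Both lists are short, and the neuronal markers may include targets of REST, so the lists need not separate the readings. Motif content was not analysed here, and neither reading is excluded.

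At 36 summits the IP held 50 or more tags. At 34 of them the input background was over 10 times the genome-wide minimum, and the median fold of the 36 was 1.70, below the 3.04 of all summits. An example is the stretch on chromosome 17 from 39843306 to 39848487, with backgrounds up to 104 tags.

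Of the 7911 regions above q 0.05 with no region at q of at most 0.05 within 5000 bp, 25.1% (24.2% to 26.1%) lay at gene ends, against 6.02% of random positions. The share of regions at gene ends was 35.6% in the full list, 41.9% at q of at most 0.05, the threshold the study states, 51.4% with a window of 3000 bp and 56.5% (55.8% to 57.3%) with both. These lie below the promoter share quoted from the study above, but windows at either gene end are not promoters, and the study's definition of a promoter is not given in the sources used here.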
